A study of Mus musculus with 2 samples. Its data were reported in "Lamin A upregulation reorganizes the genome during rod photoreceptor degeneration" (2023).

How the data were processed

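The measurements were single-cell RNA counts and sample-tag counts from mouse retinal cells. Per the labels, adult retinas were dissociated with Accutase, viable cells were sorted by flow cytometry, and the sorted cells of Control, Lbr and Lmna retinas were each stained with a lipid-anchored oligonucleotide (MULTI-seq) before they were pooled for 1 run of the 10x Genomics Chromium platform. In the study, neonatal retinas had been electroporated with plasmids that carry a green fluorescent reporter alone (control), with lamin A, or with the lamin B receptor Lbr, and fluorescent cells were sorted in adulthood. The 2 deposited samples are the expression library and the tag library of this 1 pool of 3 conditions.

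Values in the deposited expression matrix are counts of unique molecular identifiers (UMIs) per gene and cell barcode, not normalized, which the authors made with Cell Ranger against the mm10 genome. The study's methods and the header of the deposited matrix name different versions of that software, and the header gives 3.1.0. The annotation release is not given in the sources used here. Values in the deposited tag matrix are counts per tag and barcode, with a further class of unmapped tag reads that held 4.72% of the tag library. The deposited table of tag calls gives for each barcode a call (1 of the 3 tags, doublet, negative or unmapped) and the probability of carrying a single tag, a fraction between 0 and 1, both made by the authors.

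The files and labels used here do not say which tag belongs to which condition. The numbers of cells called to the tags equal the numbers of rods per condition that the study gives. This match was not used to name the tags, because the plan took names from files and labels only. The calls also precede any filter or cell typing, which is no evidence against such a pairing. The tags were therefore kept as tag 1, tag 2 and tag 3, in the order in which the labels number them, and are not called control, lamin A or Lbr anywhere below. The planned comparisons of lamin A with control and of Lbr with control were replaced by the ratios of all 3 pairs of tags. Each tag is 1 pool of cells, so no test was made and no p-value is given. Shares have exact Clopper-Pearson 95% intervals, sums of UMIs have exact Poisson 95% intervals, and ratios of 2 sums have exact conditional 95% intervals. All of these cover counting error only, not the spread between animals. The upper limit for a count of 0 is that of 3 counts.

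Cells were filtered with the limits stated in the study, which are 200 to 2500 detected genes and at most 18% of UMIs from the 13 mitochondrial protein-coding genes. Of 834 barcodes, 409 passed. Doublets were then called with Scrublet as run in scanpy 1.11.5 with an expected rate of 6%, and the 28 barcodes it called were removed, which left 381 barcodes. Of the Scrublet calls, 16 were in tag 1, 8 in tag 2 and 4 in tag 3. The deposited doublet calls from the tags (22 barcodes) were never part of a tag. Scrublet removed none of the 11 of them that passed the filter, and all 11 were named rod-like. The 2 kinds of call thus did not overlap, and doublets can remain among the cells kept. Genes seen in at least 3 cells were scaled to 10000 UMIs per cell and log-transformed, the 2000 most variable genes were reduced to 30 principal components, and cells were clustered by the Leiden method at resolution 1 on a graph of 15 neighbours. Lmna, Lbr, the genes the study text names, the haemoglobin genes, Malat1, the mitochondrial genes and the stress list were kept out of the clustering. Clusters were named from marker lists written before the data were examined. A cluster took the class with most markers among its 10 leading genes, or, where these were equal, the class with the largest share of its markers detected in 25% or more of the cells. At least 3 markers of that class had to be detected so, and other clusters stayed unnamed. Clusters of shallow cells without a leading marker also stayed unnamed. Shallow meant a median below the median UMIs of all clustered cells divided by 3. When all barcodes were clustered, with a median of 2395 UMIs, clusters with medians of 1335 and 1591 UMIs and no leading marker lay above this limit. They were therefore named rod-like. The names are rebuilt here and can differ from those of the study, which used a trained classifier.

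UMIs of the rod-like cells were summed per gene and tag. Levels are in CPM of the summed UMIs of a tag. A log2 ratio of 2 tags was computed with 0.5 UMIs added to both sums. Size of change was summarised over genes with at least 20 expected UMIs in both tags and set beside 200 simulations in which each gene had the same share of UMIs in both tags and UMIs were drawn independently. A further simulation, chosen after seeing the data, drew molecules and gave each molecule a number of UMIs taken from the genes seen in 2 to 5 rods. The stress list had 36 genes fixed before the data were examined, and the median of its members with at least 20 expected UMIs was placed among 10000 random lists matched on mean expression, each member drawn from the 50 genes nearest in level. For shares of cells with a UMI, rods were also thinned to 1200 UMIs each, the 10th percentile of rods rounded down to a multiple of 100. All 31053 genes in the matrix carry identifiers, of which 99.6% are also in GENCODE release 21 for mouse. That annotation, on the mm10 build (GRCm38), gave the gene positions. The intervals and ratios were tested on simulated counts in which 200 genes of tag 2 and tag 1 were changed by known amounts among 2210 genes. The direction was right for 100.0% of the changed genes, and the interval held the true ratio for 95% of them and for 96.7% of the unchanged ones. The simulated UMIs were independent, so this checks the computation and does not cover UMIs grouped in cells, for which the intervals are too narrow.

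Genes named in the text follow a rule written before the data were examined. It takes Lmna and Lbr, the genes the study text names (Gnat1, Guca1a, Pde6b, Hist1h1c, Cbx3), the mitochondrial genes as a set, the haemoglobin genes, Malat1, Xist and 4 Y-linked genes (Ddx3y, Eif2s3y, Uty, Kdm5d). For each pair of tags it also takes the 5 highest and 5 lowest log2 ratios. These are taken among genes with at least 20 expected UMIs in both tags. Cell type markers and the 10 leading genes of any cluster of the filtered cells are left out. Leading genes of the clusters of all barcodes are not left out, and Dmd, Fam57b and Impg1 are among them. Members of the stress list with enough UMIs are given as a set. Of the genes this rule takes, 2 are not reported here.

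Alternatives fixed before the data were examined were tag calls made from the tag counts (70% of at least 5 counts, 90%, and at least 10 counts), no filter on cells, a limit of 10% mitochondrial UMIs, Leiden resolutions of 0.5 and 2, no doublet removal, all cell types together, totals without mitochondrial and haemoglobin genes, log2 ratios centred on the median gene, the mean of CPM per cell, sums without the top cell of each gene, minimums of 10 and 50 expected UMIs, a pseudo-count of 2 and thinned cells. Cell types taken from the clustering of all 834 barcodes, and 1 count per gene and cell, were added after seeing the data. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9.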

Results

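To ask how tethering of heterochromatin by lamin A or Lbr affects gene expression in rod photoreceptors, the study sequenced RNA from single sorted cells of control, lamin A and Lbr retinas in 1 pooled run. Lamin A, encoded by Lmna, and the lamin B receptor Lbr are proteins of the nuclear envelope, and both were misexpressed from plasmids. The expression matrix held 31053 genes and 834 cell barcodes with 2487110 UMIs in total and a median of 2395 UMIs per barcode. The tag matrix held 645 of these barcodes. Its 3 tags mark the 3 conditions, but the files and labels used here do not name the condition of a tag, so values are given per tag. There were no replicates of any tag, and all intervals cover counting error only.

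The number of cells per tag was uneven. Of the 834 barcodes, 264 were called to tag 1, 316 to tag 2 and 41 to tag 3, while 22 were called doublets, 1 negative and 1 unmapped, and 189 were not in the tag matrix. In all 621 cells called to a tag, that tag had the largest count. Cells called to tag 1 had a median of 41 tag 1 counts and 8 tag 2 counts. In cells called to tag 2 the medians were 58.5 tag 2 counts and 11 tag 1 counts, and cells called to tag 3 had 59 tag 3 counts, 13 tag 1 counts and 8 tag 2 counts. A call made directly from the tag counts, which asked for 70% of at least 5 counts, named 548 cells, of which 541 had the deposited call and 0 had another tag. Asking for 90% instead kept 78, 93 and 9 cells in tags 1, 2 and 3.

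Depth was similar among the tags, whereas the mitochondrial share was not. Median UMIs per cell were 2781 in tag 1, 2575 in tag 2 and 2568 in tag 3, and median detected genes were 584, 514.5 and 527. Total UMIs were 979891 in tag 1, 1011207 in tag 2 and 130602 in tag 3. The median mitochondrial share was 11.9% in tag 1 (quartiles 7.82% and 15.6%), 18.3% in tag 2 (14.4% and 21.8%) and 13.6% in tag 3 (9.85% and 18.7%). As a result the stated filter kept 80.3% of tag 1 cells (212 of 264, interval 75% to 84.9%), 48.7% of tag 2 cells (154 of 316, 43.1% to 54.4%) and 68.3% of tag 3 cells (28 of 41, 51.9% to 81.9%). The intervals of tags 1 and 2 did not overlap. Most losses came from the mitochondrial limit, which 45 cells of tag 1, 162 of tag 2 and 12 of tag 3 exceeded. Barcodes not in the tag matrix were shallower, with medians of 1143 UMIs, 186 genes and 39.0% mitochondrial UMIs.

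**Figure D1:**
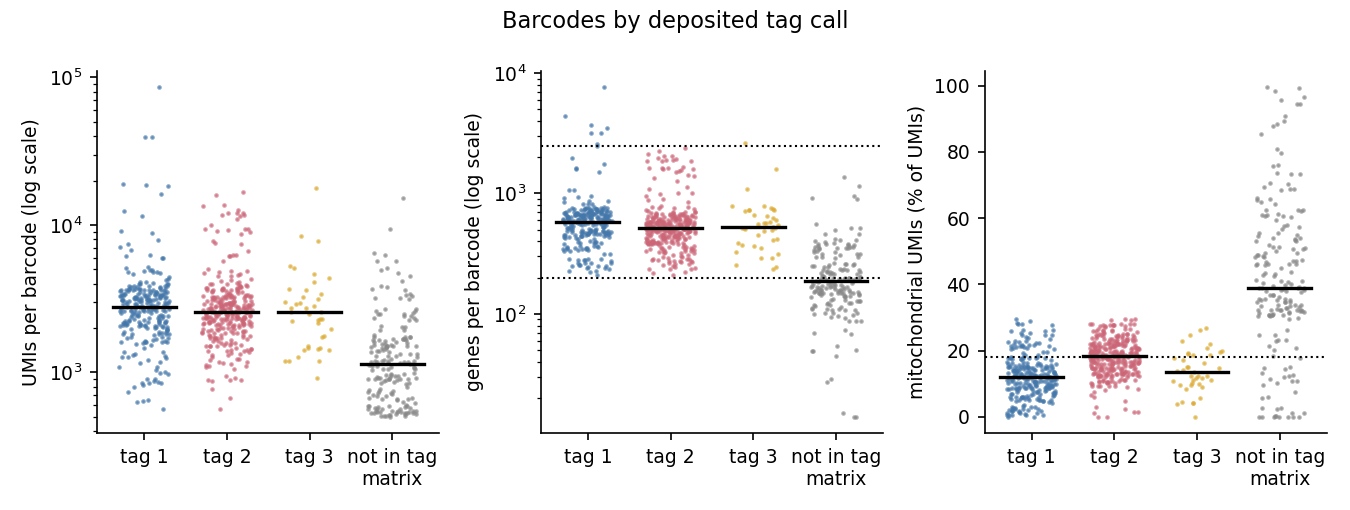
UMIs per barcode, detected genes per barcode (both on log scales) and mitochondrial share of UMIs in percent, with 1 point per barcode, grouped by deposited tag call or as not in the tag matrix, where black bars are medians and dotted lines are the stated limits (200 and 2500 genes, 18% mitochondrial). The mitochondrial medians were 11.9% in tag 1, 18.3% in tag 2 and 13.6% in tag 3.

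Cell types were then examined, because the sort was meant to give rods. Clustering of the 381 cells left after filtering and doublet removal gave 12 clusters, of which 10 were rod-like, 1 bipolar-like (13 cells) and 1 microglia-like (11 cells). Rod-like cells made up 97.4% of tag 1 (191 of 196, interval 94.1% to 99.2%), 89.0% of tag 2 (130 of 146, 82.8% to 93.6%) and 87.5% of tag 3 (21 of 24, 67.6% to 97.3%). Bipolar-like cells accounted for 12 of 146 cells in tag 2 (8.22%, 4.32% to 13.9%) and 1 of 24 in tag 3, but for 0 of 196 in tag 1, which allows a share of up to 1.53%. At resolution 0.5 the bipolar-like cells merged with some of the rods into a cluster that could not be named, and the rod-like share of tag 3 fell to 45.8%. The 342 rod-like cells of the 3 tags held 959679 UMIs, with 564951 in tag 1, 334907 in tag 2 and 59821 in tag 3. Median UMIs per rod were 2825, 2620.5 and 2579. The rods of each tag were spread over several clusters, and 8 of the 21 rods of tag 3 lay in 1 cluster with 28 rods of tag 1. Clustering all 834 barcodes set apart 10 cone-like cells, 7 of them in tag 1 and 1 in tag 3, and cones that passed the filter had no cluster of their own in the clustering used below.

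Transcripts of the misexpressed genes were counted first. Lmna (ENSMUSG00000028063, chromosome 3, 88480147 to 88509956, minus strand, mm10) had 0 UMIs in the rods of tag 1, 8 in tag 2 and 0 in tag 3. A count of 0 allows up to 5.31 CPM in tag 1 and 50.1 CPM in tag 3, and tag 2 had 23.9 CPM (interval of the count 3.45 to 15.8 UMIs). Those 8 UMIs lay in 2 of 130 rods, 5 of them in 1 cell. Without the filter on cells, rods of tag 2 held 44 Lmna UMIs, of which 35 lay in 1 cell, and tags 1 and 3 held 0. The Lmna level of tag 3 was therefore not distinguishable from that of tag 2 at this depth. Lbr (ENSMUSG00000004880, chromosome 1, 181815335 to 181843046, minus strand) had 8 UMIs in tag 1, 11 in tag 2 and 20 in tag 3, or 14.2, 32.8 and 334.3 CPM. The log2 ratio of Lbr was 4.51 for tag 3 over tag 1 (interval 3.32 to 5.95) and 3.32 for tag 3 over tag 2 (2.22 to 4.56), while that of tag 2 over tag 1, at 1.19, had an interval that includes 0 (-0.23 to 2.73).

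Lbr UMIs were found in 5 of 21 rods of tag 3 (23.8%), 4 of 130 of tag 2 (3.08%) and 3 of 191 of tag 1 (1.57%). After thinning to 1200 UMIs per rod the shares were 15% (3 of 20 cells, interval 3.21% to 37.9%), 2.5% (3 of 120) and 1.17% (2 of 171), with 1, 10 and 20 shallower cells left out. The background in Müller glia-like barcodes was 1.18% (1 of 85, median 1167 UMIs), against a median of 2424.5 UMIs in all rod-like barcodes. The shares of tags 1 and 2 lay at that level within their intervals. The doublet caller had removed 4 cells of tag 3, and with them the rods of that tag held 57 Lbr UMIs, for a log2 ratio of 4.60 over tag 2. Without the filter on cells there were 72, and the log2 ratio over tag 1 was 6.79, the largest move among the alternatives. These counts bear on the tags only in part, since a 3' library reads the end of a transcript and the plasmids carry a reporter behind the inserted gene. They were not used to name the tags.

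**Figure D2:**
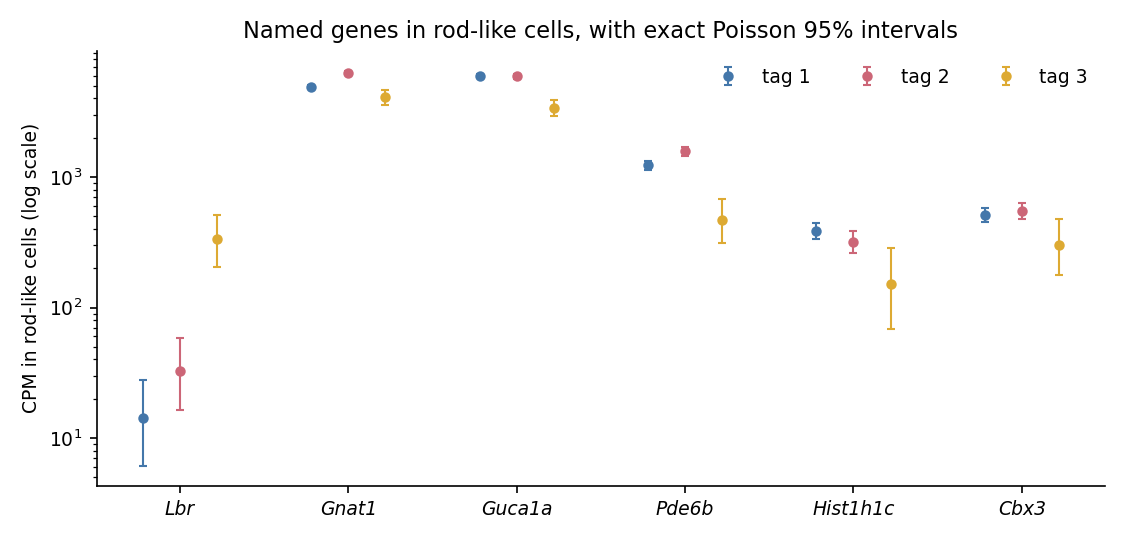
CPM on a log scale of Lbr and of Gnat1, Guca1a, Pde6b, Hist1h1c and Cbx3, in rod-like cells of tags 1, 2 and 3, with exact Poisson 95% intervals that cover counting error only. Lbr stood at 14.2, 32.8 and 334.3 CPM, and Pde6b was lowest in tag 3 at 468.1 CPM.

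Next, the genes of phototransduction and chromatin that the study text names were compared. Gnat1 (ENSMUSG00000034837, chromosome 9, 107674474 to 107679712, minus strand) had 4873 CPM in tag 1, 6279 in tag 2 and 4079 in tag 3. Its log2 ratio was 0.37 for tag 2 over tag 1 (interval 0.28 to 0.45), -0.25 for tag 3 over tag 1 (-0.45 to -0.07) and -0.62 for tag 3 over tag 2 (-0.82 to -0.43). When all cells that passed the filter were used regardless of type, the first of these fell to 0.023, the largest move for that pair. The added cells raised the total of tag 2 from 334907 to 440691 UMIs and that of tag 1 from 564951 to 585352. Cells other than rods thus diluted Gnat1 more in tag 2, and this move shows no change within rods. The Gnat1 ratio of tag 3 over tag 1 turned to 0.29 with a strict tag call that left 3 rods in tag 3. Guca1a (ENSMUSG00000023982, chromosome 17, 47394558 to 47400584, minus strand) was alike in tags 1 and 2, with a log2 ratio of -0.01 (-0.10 to 0.07), and lower in tag 3 than in tag 1 at -0.82 (-1.03 to -0.62). Pde6b (ENSMUSG00000029491, chromosome 5, 108388391 to 108432397, plus strand) had log2 ratios of 0.35 for tag 2 over tag 1 (0.19 to 0.52), -1.37 for tag 3 over tag 1 (-1.99 to -0.85) and -1.72 for tag 3 over tag 2 (-2.35 to -1.20), from 694, 526 and 28 UMIs. Without the filter on cells the ratio of tag 2 over tag 1 was -0.05.

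In microglia-like cells, which should lack Gnat1, 2 of 17 held a Gnat1 UMI (11.8%, median 3372 UMIs), at 44.4 CPM. None of the 17 held a UMI of Guca1a or Pde6b, which allows up to 3 counts. Müller glia-like barcodes, with a median of 1167 UMIs, held more of this RNA, at 538.2 CPM of Gnat1 (11 of 85, 12.9%), 1281.7 of Guca1a (20 of 85, 23.5%) and 14.2 of Pde6b (2 of 85, 2.35%). In every tag the rods stood above these levels. Hist1h1c (ENSMUSG00000036181, chromosome 13, 23738808 to 23740367, plus strand) had 219, 107 and 9 UMIs in tags 1, 2 and 3, and Cbx3 (ENSMUSG00000029836, chromosome 6, 51470360 to 51483704, plus strand) had 290, 185 and 18. For tag 3 over tag 1 the log2 ratios were -1.29 (-2.51 to -0.41) and -0.73 (-1.55 to -0.08), and for tag 2 over tag 1 both intervals included 0, at -0.28 (-0.63 to 0.06) and 0.11 (-0.17 to 0.38). The 9 Hist1h1c UMIs of tag 3 came from 3 rods, and 5 of them from 1. Because UMIs of a gene were grouped within cells (59.1% of values in genes seen in 2 to 5 rods were 2 or more, against 0.50% for independent UMIs), these intervals are too narrow for low counts.

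Mitochondrial transcripts were then compared within rods. They made up 10.6% of rod UMIs in tag 1 (interval 10.5% to 10.6%), 14.0% in tag 2 (13.8% to 14.1%) and 11.4% in tag 3 (11.1% to 11.6%). Of the 13 genes, 12 were higher in tag 2 than in tag 1, with a median log2 ratio of 0.46, the exception being mt-Co1 at -0.02. The median was 0.11 for tag 3 over tag 1, with 8 genes higher, and -0.31 for tag 3 over tag 2, with 0 genes higher. Without the top cell of each gene the median of tag 3 over tag 1 became -0.22, but the median of all genes was then -0.27, so that removal lowered tag 3 as a whole. Without the filter on cells the share was 10.9% in tag 1, 18% in tag 2 and 14.0% in tag 3, since the filter removes the cells with the highest shares.

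**Figure D3:**
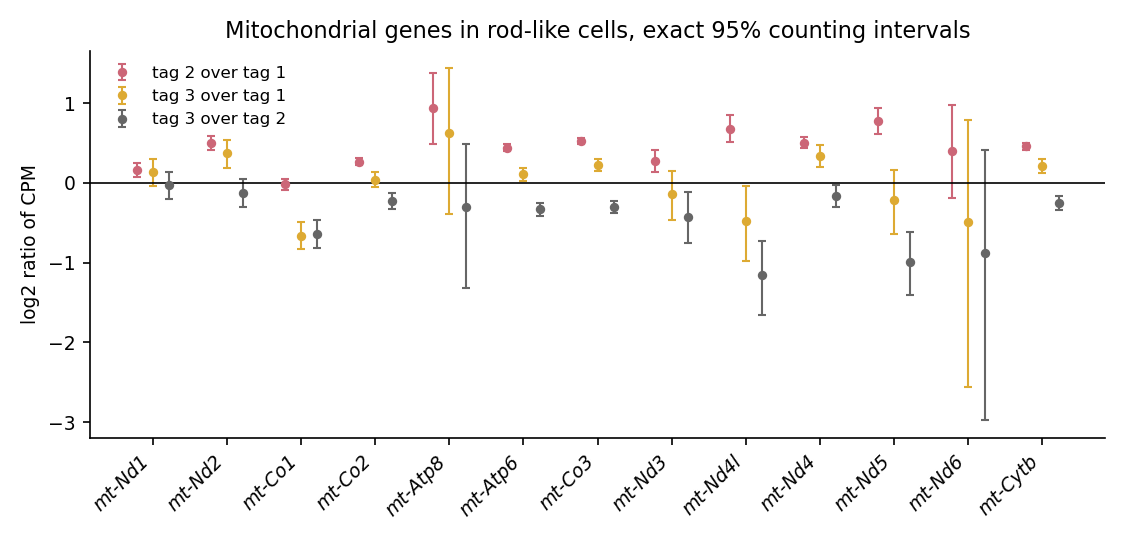
Log2 ratio of CPM for each of the 13 mitochondrial genes in rod-like cells, for tag 2 over tag 1, tag 3 over tag 1 and tag 3 over tag 2, with exact 95% counting intervals. For tag 2 over tag 1, 12 of the 13 points lie above 0, and for tag 3 over tag 2 all 13 lie below it.

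To see how large the differences were across the transcriptome, log2 ratios were summarised over genes with at least 20 expected UMIs in both tags. There were 2210 such genes for tags 2 and 1, 427 for tags 3 and 1 and 403 for tags 3 and 2. The median absolute log2 ratio was 0.39, 0.39 and 0.44, which is 1.31-fold, 1.31-fold and 1.36-fold. Independent UMIs without any change gave 0.16 (95% of simulations 0.15 to 0.17), 0.14 (0.13 to 0.16) and 0.14 (0.13 to 0.16). When each simulated molecule was instead given as many UMIs as genes seen in 2 to 5 rods show, the values were 0.36 (0.35 to 0.38), 0.31 (0.28 to 0.35) and 0.32 (0.29 to 0.36). Grouped UMIs thus gave most of the observed median without a change between tags, but the observed value lay above the simulated range in each pair. The sizes of the groups came from these same rods, so real differences between rods are part of that simulation. It therefore cannot tell how much of the spread was technical. For tags 2 and 1 the median depended most on the minimum, at 0.48 with 10 expected UMIs and 0.28 with 50. For tags 3 and 1 the median was lowest with 1 count per gene and cell, at 0.25, but that covers only 198 of the 427 genes.

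Log2 ratios that share a tag are correlated by construction. Across 411 genes, which are not independent replicates, Pearson's r of the ratios of tag 2 and tag 3 over tag 1 was 0.108, and unchanged genes gave 0.190 (95% of simulations 0.075 to 0.282). With tag 2 as the shared tag r was 0.497 (simulated 0.305, 0.210 to 0.392), and with tag 3 it was 0.809 (0.878, 0.847 to 0.903). Simulated molecules with several UMIs each gave 0.212 (0.0992 to 0.305) with tag 1 shared, 0.325 (0.219 to 0.434) with tag 2 and 0.857 (0.811 to 0.892) with tag 3, whose lower bound lay close to the observed value.

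**Figure D4:**
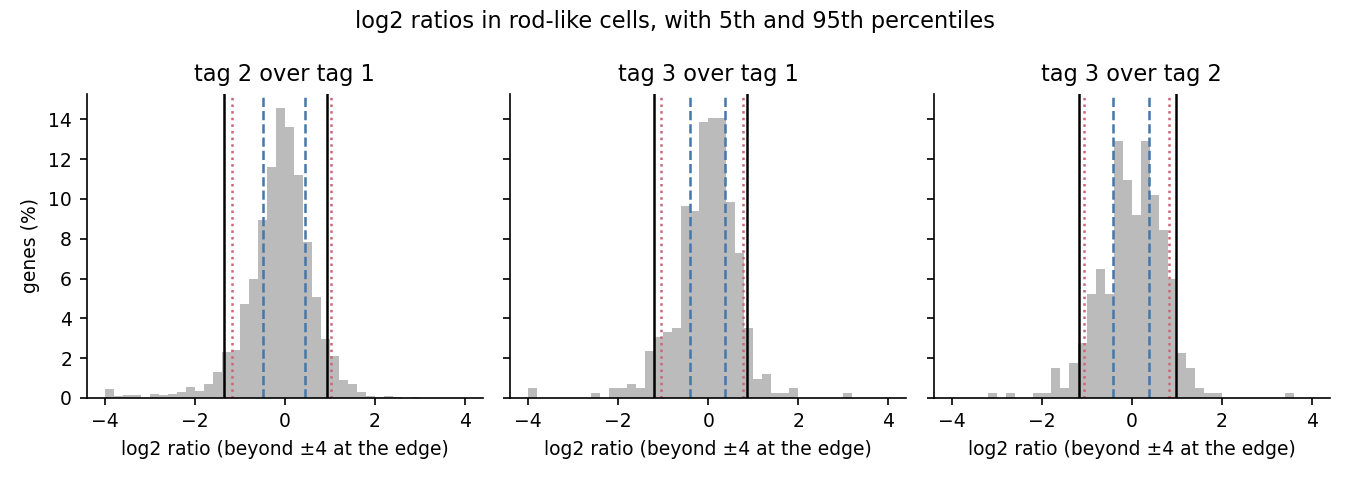
Percent of genes by log2 ratio in rod-like cells for the 3 pairs of tags, with ratios beyond 4 in either direction drawn at the edge, where solid black lines are the observed 5th and 95th percentiles, dashed blue lines those of simulated independent UMIs and dotted red lines those of simulated molecules with several UMIs each. For tag 2 over tag 1 the observed percentiles were -1.35 and 0.95, against -0.48 and 0.46 for independent UMIs and -1.16 and 1.03 for grouped UMIs.

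The genes with the most extreme ratios rested in part on single cells. For tag 2 over tag 1 the lowest were Ttr, Ptgds, Avpi1, Tmsb10 and Acyp1. All 270 Ttr UMIs and all 108 Ptgds UMIs of tag 1 came from 1 cell, as did 63 of 82 for Tmsb10. Avpi1 had 62 UMIs in 12 rods of tag 1 and 1 in tag 2, and Acyp1 had 53 UMIs in 21 rods and 2 in tag 2. The highest were Atpaf1 (42 of 48 UMIs in 1 cell), Mok (35 of 47 in 1 cell), Lars2, Rwdd4a and Ipo7. Lars2 rose from 15 UMIs in 12 rods of tag 1 to 47 in 16 rods of tag 2, for a log2 ratio of 2.37 (1.54 to 3.35), which was 0.86 without the filter on cells, 1.16 with 1 count per gene and cell and 3.86 with the strict tag call. Between tags 3 and 1 the lowest were Ttr, Dmd, Fam57b, Mir124-2hg and Atp5a1, and the highest included Glo1, Mien1, Dctn3 and Ndufb10. Glo1 had 120 UMIs in 16 of 21 rods of tag 3 against 309 in 62 of 191 rods of tag 1, with a log2 ratio of 1.88 (1.56 to 2.18). Between tags 3 and 2 the lowest were Impg1, Mbnl1, Fam57b, Xiap and the stress gene Hsp90b1, and the highest were Malat1, Glo1, Mien1, Rpl18 and Ndufb10. Glo1 was also 1.89 above tag 2 (1.55 to 2.23), whereas 26 of the 48 Mien1 UMIs of tag 3 came from 1 rod.

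Haemoglobin transcripts and Malat1 gauged carried-over RNA and broken cells. Hbb-bs had 777 UMIs in 87 of 191 rods of tag 1, 44 in 29 of 130 rods of tag 2 and 2 in 2 of 21 rods of tag 3. Its log2 ratio of tag 2 over tag 1 was -3.37 (-3.86 to -2.95). It was -0.80 with 1 count per gene and cell and -2.52 with the strict tag call. Hbb-bt had 115, 5 and 0 UMIs, and Hba-a1 and Hba-a2 had 0 in every tag. These haemoglobin genes share much of their sequence in pairs, so reads that match both members are uncertain. Malat1, a nuclear RNA, had 3309 UMIs in 25 rods of tag 1, 171 in 33 rods of tag 2 and 334 in 2 rods of tag 3. Its log2 ratio of -3.52 for tag 2 over tag 1 (-3.75 to -3.30) turned to 1.16 when each cell counted once per gene.

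Finally, a list of 36 stress-responsive genes was examined, because the study asked whether tethering raises such genes. Of these, 11 had 3 or fewer UMIs in all rods. Only 9 had at least 20 expected UMIs in tags 2 and 1, and their median log2 ratio was 0.43, above 99.9% of 10000 random lists matched on expression, whose medians lay between -0.47 and 0.25 in 95% of draws. The mean of the same 9 genes was 0.08, with 6 above 0 and 3 below. The median turned to -0.05 when CPM was averaged over cells, and under the other alternatives it stayed above 0, between 0.12 and 0.54. List members with too few UMIs for this median went both ways. Mt1 had 36 UMIs in tag 1 and 0 in tag 2, and Gadd45b had 33 and 0. Herpud1 had 11 and 18, and Xbp1 had 19 and 22. The median therefore holds for the 9 genes and not for the whole list. For tag 3 over tag 1 the list had 3 genes with a median of -0.49, at percentile 7.60. Between tags 3 and 2 it had 4 genes with a median of -1.04, at percentile 0.170, with Hspa8 above 0 at 0.56 (0.22 to 0.89).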

Values the study reported

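The study's methods give 264 rods for the control plasmid, 316 for lamin A and 41 for Lbr as the cells left after quality control. The same section gives a mean of 369,327 reads for each cell and a saturation of 98.6%.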

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

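Both tests in this part were chosen only after the result was seen. The comparisons above use barcodes called to a tag, and 189 barcodes were not in the tag matrix. Of these, 75 (39.7%, interval 32.7% to 47.0%) clustered as Müller glia-like, where the limit of a count of 0 is 3 barcodes. They made up 88.2% of all 85 Müller glia-like barcodes, while 14.6% of the rod-like barcodes were not in the tag matrix. The 75 barcodes had medians of 1181 UMIs, 167 genes and 51.2% mitochondrial UMIs, and the 99 rod-like barcodes not in the tag matrix had 1055 UMIs, 192 genes and 32.8%.

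Droplets that hold only free RNA would carry Gnat1, an abundant rod RNA, at a like level in both sets. The log2 ratio of Gnat1 was -3.68 for Müller glia-like over rod-like barcodes not in the tag matrix, with an upper bound of -3.33. The 2 sets thus did not both hold the same free RNA only. However, the sets were named by clustering on their RNA, and no level of free RNA was measured. The test therefore cannot tell whether the Müller glia-like barcodes held free RNA only. A filter on genes and mitochondrial share applied before the tag matrix was made is a candidate explanation. It was tested with limits taken from a random part of the barcodes in the tag matrix, which were the fewest genes, 211, and the highest mitochondrial share, 29.7%, of that part. Of the barcodes not in the tag matrix, 100% had fewer genes or a higher share (189 of 189, interval from 98.1%), against 0.310% of the barcodes in it that had not set the limits (1 of 323, interval to 1.71%). Whether the Müller glia-like barcodes were damaged glia, fragments of them or droplets of free RNA stays open. No biological explanation was tested, because they belong to no tag.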

How the results depend on the processing

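Cell types from the clustering of all barcodes and 1 count per gene and cell were alternatives chosen after seeing the data, and the others were planned. Of 633 values under an alternative, 461 stayed within the counting or simulation interval of the value reported, 156 moved out of it and 16 changed sign where that interval excluded 0. For numbers of cells called to a tag, values within a factor of 1.5 are among the 461, a range wider than counting error. Changes of sign in values whose interval included 0 are not among the 16. For the main comparisons the numbers were 163, 77 and 3 of 243, and for single genes and cell measures 298, 79 and 13 of 390. Leaving out each replicate was not possible, as each tag is 1 pool. No paired analysis was possible because no animal or replicate is given for the cells of a tag. Counting intervals are narrow for abundant genes, so small shifts count as moves. Unless a reason is given, the cause was not tested.

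Tag calls that asked for 90% of at least 5 counts kept 78, 93 and 9 cells in tags 1, 2 and 3. With at least 10 counts, 54, 23 and 3 rods were left, and fewer cells by construction move these values. For tag 2 over tag 1 the log2 ratio was then 0.62 for Gnat1, -0.40 for Guca1a and 0.62 for Pde6b, and that of Rwdd4a turned to -2.37. For tag 3 over tag 1 it was -2.49 for Pde6b, and it turned to 0.29 for Gnat1, 0.38 for Fam57b, -2.01 for Mien1 and -1.50 for Ndufb10. For tag 3 over tag 2 it was -0.34 for Gnat1, -0.36 for Guca1a and -3.11 for Pde6b, and it turned to 0.23 for Fam57b, -1.33 for Mien1, -1.20 for Ndufb10 and 1.61 for Mbnl1. The mitochondrial median of tag 3 over tag 2 was -0.51, the mitochondrial share of rod UMIs was 10.0% in tag 1, 13.7% in tag 2 and 10.0% in tag 3, and the median absolute log2 ratio was 0.41 for tags 2 and 1 and 0.28 for tags 3 and 1.

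Without the filter on cells, the median mitochondrial share was 11.9% in tag 1 and 18.3% in tag 2, against 10.7% and 14.3% in the cells that passed it, and the rod-like share of tag 1 was 93.2%. For tag 2 over tag 1 the log2 ratio was 0.10 for Guca1a, and that of Pde6b turned to -0.046. Lbr was at 6.79 for tag 3 over tag 1 and 5.32 for tag 3 over tag 2. The mitochondrial median was 0.80 for tag 2 over tag 1 and 0.39 for tag 3 over tag 1, and the share of rod UMIs was 10.9%, 18% and 14.0% in tags 1, 2 and 3, which follows from keeping cells above the limit. The median absolute log2 ratio was 0.44 for tags 2 and 1, 0.47 for tags 3 and 1 and 0.47 for tags 3 and 2, and the stress list of tag 3 over tag 2 had a median of -0.30. With at most 10% mitochondrial UMIs, the median shares were 6.14%, 6.93% and 6.95% in tags 1, 2 and 3, by construction.

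At resolution 0.5 the rod-like share was 80.6% in tag 1 and 45.8% in tag 3, and at resolution 2 it was 87.2% in tag 1 and 76.0% in tag 2, because some clusters could not be named. Without doublet removal, Lbr was at 4.60 for tag 3 over tag 2, the median absolute log2 ratio of tags 3 and 1 was 0.37, and the mitochondrial share of tag 3 was 11.7%. With all cells that pass the filter, the log2 ratio for tag 2 over tag 1 was 0.023 for Gnat1, -0.35 for Guca1a and 0.015 for Pde6b. It turned to 0.74 for Malat1 and 2.56 for Tmsb10. Cells other than rods raised the total from 334907 to 440691 UMIs in tag 2 and from 564951 to 585352 in tag 1. Gnat1, Guca1a and Pde6b were thus diluted more in tag 2. For tag 3 over tag 1 the log2 ratio was -0.57 for Gnat1 and -1.13 for Guca1a, and for tag 3 over tag 2 that of Malat1 turned to -0.19. The mitochondrial share was 10.3% in tag 1 and 13.7% in tag 2, and the median absolute log2 ratio of tags 2 and 1 was 0.43.

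Totals without mitochondrial and haemoglobin genes, and centring on the median gene, moved none of the main comparisons. The mean of CPM per cell gave 0.48 for Gnat1 and 0.52 for Pde6b in tag 2 over tag 1, and -0.028 for Gnat1 in tag 3 over tag 1. It turned the stress list of tag 2 over tag 1 to -0.048. It gave mitochondrial shares of 10.1%, 13.7% and 10.6% in tags 1, 2 and 3, and median absolute log2 ratios of 0.43 for tags 2 and 1 and 0.47 for tags 3 and 2. Without the top cell of each gene, the mitochondrial median was -0.22 for tag 3 over tag 1 and -0.59 for tag 3 over tag 2. The median of all genes was then -0.27 for both pairs, so these moves follow from taking 1 of few cells from tag 3. The median absolute log2 ratio was 0.38 for tags 2 and 1 and 0.50 for tags 3 and 2.

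Cell types from the clustering of all barcodes gave a rod-like share of 93.4% in tag 1 and 6.79 for Lbr in tag 3 over tag 1. In tag 3 over tag 2 they gave 4.70 for Lbr and -0.36 for the stress list. The mitochondrial share was 14.1% in tag 2 and 11.8% in tag 3, and the median absolute log2 ratio of tags 3 and 1 was 0.37. Counting each gene once per cell gave median absolute log2 ratios of 0.33 for tags 2 and 1, 0.25 for tags 3 and 1 and 0.35 for tags 3 and 2. These leave out genes found in most rods of either tag, so they cover 1994, 198 and 176 genes, against 2210, 427 and 403. The effect of the counting was not separated from that of the smaller set. Counting once per cell turned Malat1 to 1.16 for tag 2 over tag 1 and -1.21 for tag 3 over tag 2. A minimum of 10 expected UMIs gave 0.48, 0.51 and 0.57 for the 3 pairs and a minimum of 50 gave 0.28, 0.36 and 0.39. Tag 3, with 21 rods, limits every comparison it enters.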

Other observations

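All tests in this part were chosen only after the result was seen. The numbers of cells called to tags 1, 2 and 3 equal the rod numbers quoted from the study above, although the calls were counted here before any filter or cell typing. As stated above, the match was not used to name the tags. The rods kept here, 342 in total, were fewer than the values quoted from the study above. In all called cells, Lmna had 0, 48 and 2 UMIs in tags 1, 2 and 3, with 35 of the 48 in 1 cell, and Lbr had 10, 14 and 72 UMIs in 4, 5 and 13 cells. No explanation is offered for these values.

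UMIs of a gene came in groups within single rods. Among 3018 genes seen in 2 to 5 rods, 59.1% of values were 2 or more, against 0.50% for independent UMIs, and the mean was 2.68 UMIs. Without the 10% of rods with most UMIs the share was 59.2%, which argues against the deepest cells as the source. Extra UMIs made from 1 molecule during amplification or sequencing would also appear in free RNA. Among rod genes in bipolar-like and microglia-like cells the share was 48.0% (interval 37.8% to 58.3%), against 12.1% for independent UMIs, and the mean was 2.73 UMIs. Hbb-bs in tag 2, taken as free RNA, had 29.6% (18% to 43.6%) and a mean of 1.39 UMIs. Rod genes were thus grouped in those cells as well, but whether that rod RNA was free RNA was not tested. Of the bipolar-like barcodes, 4 were called doublets from the tags. No share for independent UMIs was computed for Hbb-bs. The rod genes had a lower share but a like mean to that in rods, and Hbb-bs was lower by both. Hbb-bs is a single gene and extra UMIs may differ between transcripts, so amplification as the whole cause cannot be told apart from bursts of expression. Counting intervals are too narrow in either case.

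Hbb-bs was higher in tag 1. Over all called cells the log2 ratio of tag 2 over tag 1 was -3.77, with an upper bound of -3.44, which argues against free RNA shared by all droplets of the run. It was found in 41.3% of tag 1 cells and 17.1% of tag 2 cells, and the 10 richest cells of tag 1 held 44.1% of its UMIs, which argues against a few cells as the only holders. Free RNA bound to the cells of 1 pool before pooling stays open, as does a difference in blood between retinas. No biological explanation was tested, because the tags were not paired with conditions here.

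In tag 1 rods the 10 cells with most Malat1 held 84.1% of its UMIs. A few cells holding most of the RNA are therefore a candidate explanation for the lower level in tag 2. Whether those cells were nuclei with little cytoplasm was not tested in the rods. In all 26 cells of tag 1 with at least 20 Malat1 UMIs, 23 of them rod-like, the median mitochondrial share was 5.81%. In the other cells of tag 1 it was 12.4%. The 26 cells had a median of 6140 UMIs, against 2781 in all cells of tag 1. That set is not limited to rods, so these values do not decide the question.

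The mitochondrial share was higher in tag 2 than in tag 1. Among rod-like cells with under 20 Malat1 UMIs, the median of tag 2 exceeded that of tag 1 by 5.84 percentage points, which argues against cells rich in nuclear RNA in tag 1 as the cause. Without the filter the difference was 6.31 points, so the filter did not make it. Over 3 ranges of UMIs per cell the smallest difference was 5.40 points, which argues against depth. Cell damage before pooling and a difference between the conditions stay open, and with 1 pool per tag neither was tested.

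Y-linked RNA lay mostly in tag 1, with 151, 47 and 2 UMIs in all called cells of tags 1, 2 and 3. Xist UMIs lay mostly in tag 2, with 7, 569 and 53 UMIs. These are sums over uneven numbers of cells. In CPM, Xist stood at 7.14, 562.7 and 405.8, and it was found in 1 of 264, 15 of 316 and 4 of 41 cells. The Xist of tag 2 came from cells other than rods, since the rods compared above had 7, 0 and 11 UMIs, and 0 of 280 rod-like cells of tag 2 held one when all barcodes were clustered. Among cells with at least 20 Malat1 UMIs, 44.1% of tag 2 cells (15 of 34) and 3.85% of tag 1 cells (1 of 26) held an Xist UMI. In tag 3, 3 of 5 such cells held one. A Y-linked UMI was held by 12 of the 26 such cells in tag 1, 9 of the 34 in tag 2 and 0 of the 5 in tag 3. Tag 2 thus had cells with Xist and cells with Y-linked RNA, and only 1 of these held both. Of the cells with at least 20 Malat1 UMIs, 28 of the 34 in tag 2 were bipolar-like and 23 of the 26 in tag 1 rod-like. Pools with different shares of male and female animals therefore cannot be told apart from a difference in cell type by this test. In rod-like cells with under 20 Malat1 UMIs the log2 ratio of Y-linked UMIs was -1.76 for tag 2 over tag 1, with an upper bound of -0.98, from 17 and 52 UMIs. As shares of cells, 3.25% of tag 2 (9 of 277, 1.5% to 6.08%) and 9.01% of tag 1 (20 of 222, 5.59% to 13.6%) held a Y-linked UMI. These intervals overlap slightly, which by itself does not decide whether the shares differ. Grouping of UMIs in cells makes the interval of the ratio too narrow but does not bear on the shares. Both values were lower in tag 2 within this set, but they do not exclude the mix of cells alone.

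Among cells called to a tag, bipolar-like cells lay almost all in tag 2, with 30 of 316 cells (9.49%), 1 of 41 in tag 3 and 0 of 264 in tag 1, when all barcodes were clustered. Of the 44 bipolar-like barcodes, 8 were not in the tag matrix and 4 were called doublets, and their tags were not counted here. The largest tag made up a median of 94.8% of tag counts in the bipolar-like cells of tag 2 and 84.3% in its rod-like cells, which argues against wrong calls. Their origin, such as a difference in sorting or in electroporation, was not tested.

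Hba-a1 and Hba-a2 had 0 UMIs in all barcodes, where Hbb-bs had 1169 and Hbb-bt 164. Of windows of 91 bases in the last 500 bases of Hba-a1, 77.8% were also in Hba-a2, against 61.2% of those of Hbb-bs in Hbb-bt. Reads that match both genes and were left out by the counting could lower the Hba counts, but unshared windows remain in both pairs, so this cannot be told apart from low Hba RNA.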
